A study of Triticum aestivum with 13 samples.

How the data were processed

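RNA from leaves of 4 near-isogenic bread wheat lines was hybridised to 13 single-colour Affymetrix wheat GeneChip arrays, on which each transcript is read by a group of short probes called a probe set. The lines were the susceptible cultivar Tugela and its derivatives TugelaDn1, TugelaDn2 and TugelaDn5, each of which carries the resistance gene in its name. Every plant had been infested with Russian wheat aphid biotype SA1 at 10 aphids per plant for 48 h, and all leaves but the first were taken. Uninfested plants were not analysed here, so a difference between lines at 48 h cannot be divided into a difference present before feeding and a response to feeding. Each line had 3 biological repeats per the labels. The description of the TugelaDn2 and TugelaDn5 samples names TugelaDn1, against title, source name and genotype, which were followed. TugelaDn5 repeat 3 was represented by 2 arrays with the same source name, which were read as 1 repeat hybridised a second time and averaged on the log2 scale, leaving 12 biological repeats.

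The deposited values were linear intensities per probe set. The authors had scaled them: the mean after removal of 2% of the values at each end was 500.1 on every array. The software that summarised the probes was not given in the sources used here. The median intensity ranged from 82.3 to 97.8 between arrays, and from 19.3% to 21.4% of the values on an array were under 16. Intensities below 16 were set to 16 and log2 was taken, so that the floor was 4 on the log2 scale. Of 61290 probe sets, 111 control probe sets were removed and 61179 were tested, with no other filter.

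Precision was limited by the number of arrays and by dim probe sets. Between the repeated hybridisations of TugelaDn5 repeat 3, the SD was 0.74 at log2 levels from 4 to 6 and 0.0612 at levels from 12 to 18. The median half-width of the 95% confidence interval of a log2 change was 0.59 for probe sets above the median level.

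Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings), with all 4 lines in 1 fit and no covariate. The fit had 8 residual degrees of freedom and 1.45 prior degrees of freedom. Each resistant line was compared with Tugela, the resistant lines were compared with each other, and the mean of the 3 resistant lines was compared with Tugela, which made 7 comparisons. A probe set was called when its p-value, adjusted by the Benjamini-Hochberg method within the comparison, was under 0.05. Adjusted p-values in the text come from this limma test unless another is named. Values are given as mean log2 signal ± SD. Where some or all repeats of a line lay at the floor, the fold was computed with these at the floor, is a lower bound and is written as at least that many fold.

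The procedure was tested on simulated data with 61179 probe sets, normally distributed noise and 50 changed probe sets per fold. All changed probe sets lay above the median level, so recovery of dimmer ones was not tested. They were also far fewer than the probe sets called in TugelaDn5. For TugelaDn5 against Tugela, 0% of 1.5-fold, 6% of 2-fold, 62% of 4-fold and 78% of 8-fold changes were recovered, and 7 of 80 calls were false. For TugelaDn2 the shares were 0%, 8%, 54% and 82%, with 5 false calls among 77. For TugelaDn1 they were 0%, 12%, 58% and 80%, with 12 false calls among 87. The share of false calls was above 0.05, the share the adjustment aims at, in each of these comparisons.

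Genes were taken from the platform's probe table, with names updated through the RefSeq gene table of assembly IWGSC CS RefSeq v2.1. Of the probe sets tested, 1273 were paired with 1 gene, 0 with several and 59906 with no gene in these tables. The paired probe sets covered 771 genes, of which 102 had a name other than a LOC number. No function was assigned to a gene known only by a LOC number. Probe sets with names ending in _a_at, _s_at or _x_at can share probes with other transcripts, so they need not be specific to 1 gene. The calls of LOC542792, LOC542799, LOC542992, LOC542999, LOC543002, LOC543256, LOC100037523, LOC100037602, LOC100037645, GA20ox1d, RPS29, Tubb5 and avnla rest on such probe sets. LOC542992 and LOC100037538 were read in transcript cluster Ta.1457, and LOC100037531 and LOC100037645 in Ta.1082, so they may not be separate changes.

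Groups, comparisons, tests, the rule for named genes and a set of 22 gene lists were fixed before the data were examined. For each resistant line against Tugela, the rule took the 10 largest rises and the 10 largest falls among called probe sets paired with 1 gene, whose lines did not overlap and whose higher mean was above the median level. For comparisons between resistant lines it took 5 in each direction. Among probe sets called in the same direction in all 3 resistant lines, it took up to 10. Where fewer than 2 genes qualified in a direction, up to 2 probe set identifiers were named. One condition was added to this rule after the data were seen: neither of the groups compared could lie wholly at the floor, because such values have no order. The mean of the resistant lines can therefore still include a line at the floor. Other genes and probe sets named in the text, among them PR5, COMT1, the PsbO and PsbP genes and the members of lists, were chosen after their values were seen. Of the lists, those with fewer than 5 probe sets were not tested.

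The 22 lists were patterns meant for gene descriptions, which the tables given did not hold, and 0 of them matched 5 or more probe sets. They therefore gave no test. In their place, 16 lists of 53 genes (127 probe sets) were filled from gene symbols after the data were seen. The 8 lists with at least 5 probe sets were carbon fixation, cold and dehydration proteins, dividing tissue (only histones and tubulins), photosystem and electron transport, protease inhibitors, scavenging of reactive oxygen, seed storage proteins, and thionins and lipid transfer proteins. They were tested with camera (preset correlation 0.01, Benjamini-Hochberg adjustment over the lists of a comparison), with camera at an estimated correlation, and with fry. In all, 48 list tests were made, of which 24 compared resistant lines with each other and were added last.

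Alternatives covered renewed quantile normalization, centring, a filter on dim probe sets, eBayes with trend and robust, only the lines compared, the repeat number as a fixed or random block, array 3_2 left out or used alone, each repeat left out, log2 of the value plus 16, and stricter thresholds. Floors of 64 and 128, and a fit without both Tugela repeat 3 and TugelaDn1 repeat 1, and a fit with the 3' minus 5' difference of control genes as a covariate, were added after the data were seen. Figures were drawn with matplotlib 3.10.9.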

Results

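Transcript levels were measured in leaves of 4 near-isogenic wheat lines after 48 h of feeding by the Russian wheat aphid, an insect that feeds on phloem sap. Tugela is susceptible. TugelaDn1 is described as antibiotic, that is, harmful to the aphid, TugelaDn2 as tolerant, and TugelaDn5 as both antibiotic and antixenotic, the latter meaning that aphids avoid it. Each line had 3 biological repeats. The repeated hybridisations of TugelaDn5 repeat 3 had a Spearman correlation of 0.916 across probe sets, which are not independent replicates, against 0.867 to 0.892 for arrays of the same line. TugelaDn5 arrays correlated with those of other lines at 0.845 to 0.871, and arrays of the other 3 lines among each other at 0.859 to 0.887.

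**Figure D1:**
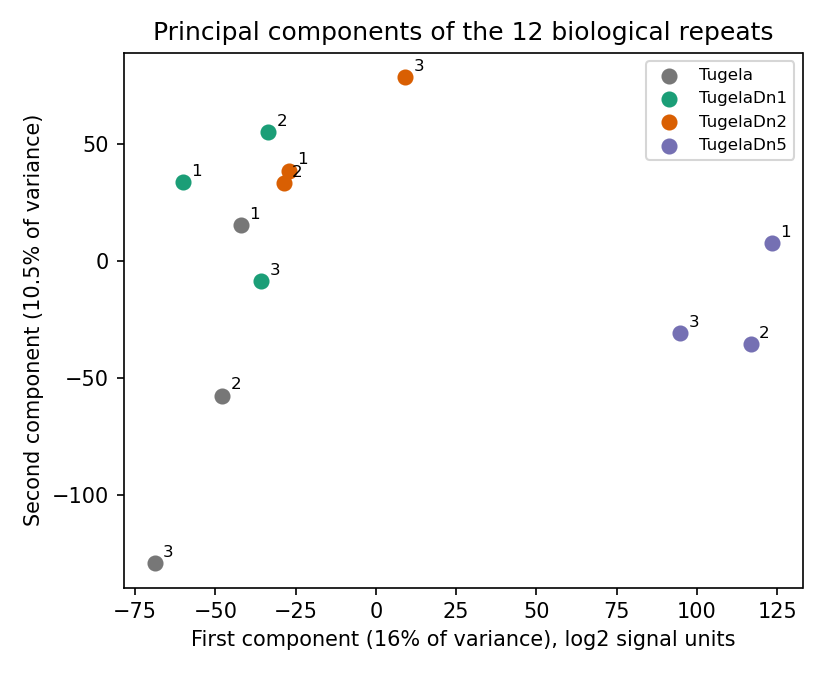
Principal components of the 12 biological repeats, with the first component (16% of the variance) on the horizontal axis, the second (10.5%) on the vertical axis and 1 point per repeat. The TugelaDn5 repeats lie between 94.8 and 123.3 on the first component, and the other 9 repeats between -68.9 and 9.1.

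The first comparison asked how TugelaDn1 differed from susceptible Tugela under infestation. Probe set TaAffx.104444.1.S1_at, which has no gene in the tables used, was bright in TugelaDn1 (12.79 ± 0.20, SD, n = 3) and near the floor in Tugela (4.63 ± 1.1, n = 3). The log2 difference was at least 8.16 (limma adjusted p = 0.000941) and ranged from 5.79 to 8.79 over the alternatives. Ta.3467.2.S1_a_at was at least 13.9-fold lower in TugelaDn1 (4.16 ± 0.27, close to the floor, against 7.96 ± 0.12, n = 3 each; limma adjusted p = 0.0242) and Ta.18372.1.S1_at at least 4.75-fold lower (adjusted p = 0.0452). Ta.5897.3.S1_at was at least 16.7-fold lower (adjusted p = 0.0292) and TaAffx.107226.1.S1_at at least 3.59-fold lower (adjusted p = 0.002), with all TugelaDn1 repeats at the floor in both. Ta.5897.3.S1_at was named after its values were seen. An unadjusted p under 0.05, which many of 61179 probe sets reach by chance alone, was found for 4421. In all, 5 of 61179 probe sets passed the adjusted threshold, 1 higher and 4 lower, and 0 were paired with a gene. The count depended on single repeats: it was 3 without TugelaDn5 repeat 2, 10 and 11 without TugelaDn1 repeat 2 and TugelaDn5 repeat 1, 15, 26 and 19 without Tugela repeats 3, 2 and 1, 17 without TugelaDn2 repeat 3, and 31 and 64 without TugelaDn1 repeats 1 and 3. Its direction depended on them too: 22.6% of the 31, 39.1% of the 64 and, without TugelaDn1 repeat 2, 30% of the 10 were lower, as were 33.3% of 18 under eBayes with trend and robust. The call of Ta.18372.1.S1_at was lost in 21 and that of TaAffx.107226.1.S1_at in 4 of 25 alternatives, and that of TaAffx.104444.1.S1_at in 1 of 26. That of Ta.3467.2.S1_a_at was lost in 7 of 26, among them the removal of TugelaDn1 repeat 2 (adjusted p = 0.0615) and a floor of 128, which left a log2 change of -0.96 instead of -3.8.

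TugelaDn2, the tolerant line, differed from Tugela in 23 probe sets, 11 higher and 12 lower. TaAffx.104444.1.S1_at was again bright (12.12 ± 0.42, n = 3; limma adjusted p = 0.000505). Ta.23352.1.S1_at was 53.6-fold higher in TugelaDn2 (11.41 ± 0.57 against 5.66 ± 0.46, n = 3 each; limma adjusted p = 0.000505). TaAffx.107221.1.S1_at was at least 52.4-fold lower (adjusted p = 0.0157) and Ta.3830.2.S1_x_at 50.8-fold lower (adjusted p = 0.00504). These sizes are uncertain: over the alternatives the log2 change ranged from -6.51 (without TugelaDn2 repeat 1) to -3.51 (floor of 128) for TaAffx.107221.1.S1_at, from -6.31 to -5.05 (without TugelaDn2 repeats 3 and 2) for Ta.3830.2.S1_x_at and from 4.41 to 6.07 for Ta.23352.1.S1_at, and the calls were lost in 4, 1 and 1 of 26. None of the 23 was paired with a gene, and 5033 probe sets had an unadjusted p under 0.05, which many reach by chance alone. With renewed quantile normalization 29 probe sets were called and 41.4% of them were lower, against 52.2% here, and over all alternatives this share ranged from 36.7% to 66.7%. The count rose to 254 under eBayes with trend and robust, to 46, 45 and 36 without Tugela repeats 1, 2 and 3, and to 44, 42 and 42 without TugelaDn2 repeats 1, 2 and 3.

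TugelaDn5, the antibiotic and antixenotic line, differed most from Tugela, with 1266 probe sets called (501 higher, 765 lower), of which 1045 changed at least 2-fold. Among named genes, Tubb5, a beta-tubulin of the cytoskeleton, was 2.11-fold higher on Ta.214.2.A1_x_at (9.34 ± 0.26 against 8.26 ± 0.21, n = 3 each, limma adjusted p = 0.0473). Its other probe sets were higher too but not called. They had 8.9 ± 0.15 against 7.45 ± 0.58, 8.5 ± 0.08 against 7.58 ± 0.61, and 8.47 ± 0.11 against 8.16 ± 0.09. LTP3, a lipid transfer protein, was 4.31-fold lower on Ta.1282.4.S1_at (7.17 ± 0.31 against 9.27 ± 0.01, n = 3 each; limma adjusted p = 0.0275), whereas a brighter LTP3 probe set, Ta.1282.1.S1_x_at, had a log2 change of -0.18 (adjusted p = 0.759). The avenin-like seed storage protein gene avnla was at least 7.76-fold lower on Ta.905.2.S1_x_at (adjusted p = 0.012), near the floor in TugelaDn5 at 4.24 ± 0.42 (n = 3). Its other probe set, Ta.905.2.S1_at, was not called, at 4.65 ± 0.57 in TugelaDn5 against 6.46 ± 1.48 in Tugela (n = 3 each). Leaving out any single repeat of Tugela or TugelaDn5 ended the calls of LTP3 and Tubb5, with adjusted p up to 0.103 for LTP3 without TugelaDn5 repeat 1 and 0.15 for Tubb5 without TugelaDn5 repeat 2, and over all alternatives these calls were lost in 9 and 18 of 26.

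Of the 9 other genes that rose most in TugelaDn5, LOC542941 was 34.3-fold higher (10.75 ± 0.36 against 5.65 ± 0.90, n = 3 each, limma adjusted p = 0.0019) and LOC100037541 at least 6.76-fold higher. The log2 change of LOC542941, 5.1 here, ranged from 3.75 to 5.51 over the alternatives. LOC542992, LOC542999 and LOC543002 were 3.26-fold, 2.78-fold and 2.43-fold higher, respectively. LOC100037523, LOC100037538, LOC100037602 and LOC542912 rose 1.97-fold, 1.9-fold, 1.9-fold and 1.75-fold. LOC606369 was 9.71-fold lower (9.67 ± 0.20 against 12.95 ± 0.05, n = 3 each; limma adjusted p = 1.16e-05) and LOC542853 4.21-fold lower. LOC543256, LOC606345 and LOC542792 were 3.61-fold, 3.32-fold and 3.19-fold lower, and LOC100037531, LOC543338 and LOC542799 were 2.85-fold, 2.80-fold and 2.39-fold lower. Altogether 40 called probe sets were paired with 32 genes, and the calls of LOC606369, LOC542941, LOC543002, LOC543338 and LOC542853 held in each of 26 alternatives, whereas those of the other named LOC genes and avnla were lost in 1 to 16: LOC542792 and LOC542799 in 16, LOC100037538 in 15, and LOC100037523 and LOC542912 in 11 of 26. For avnla this happened without Tugela repeat 2 (adjusted p = 0.0508), without TugelaDn5 repeat 1 (adjusted p = 0.0548) and with a floor of 128, which left a log2 change of -0.2 (adjusted p = 0.442). The call of LOC100037541 ended without any single TugelaDn5 repeat and without Tugela repeat 1 or 3, and its log2 change was 1.15 with a floor of 64 and 0.18 with a floor of 128. The count was 725 without TugelaDn5 repeat 1, 757 without Tugela repeat 3, 772 without Tugela repeat 2 and 785 without TugelaDn5 repeat 2.

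**Figure D2:**
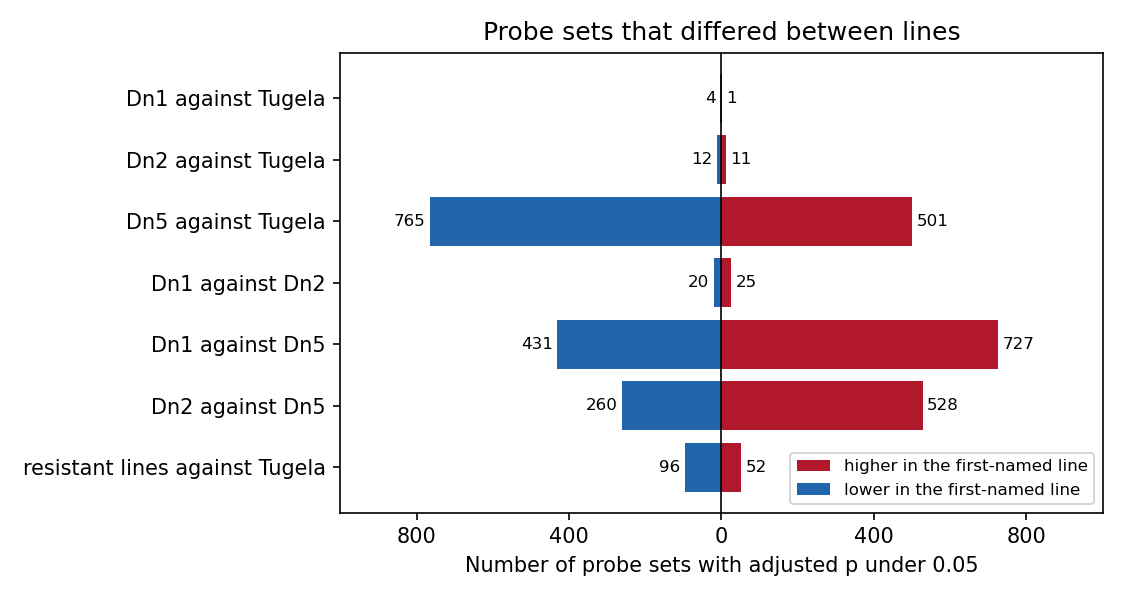
Number of probe sets with an adjusted p under 0.05 in each comparison, with lower probe sets drawn to the left of 0 and higher ones to the right. The comparisons that involve TugelaDn5 singly hold 1266, 1158 and 788 probe sets, against 5, 23 and 45 for the other pairs of lines.

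Gene lists filled from symbols after the data were seen were compared between each resistant line and Tugela. Of 8 lists, 0 passed camera at an adjusted p under 0.05 in TugelaDn1, TugelaDn2 or TugelaDn5. At an unadjusted p under 0.05 the numbers were 1, 0 and 0, and fry for a shift in a single direction called 0, 0 and 0 after adjustment. With an estimated correlation the numbers after adjustment were 0, 0 and 0. The lowest adjusted p of camera at the preset correlation was 0.267, 0.529 and 0.453, respectively. A mixed form of fry, which counts rises and falls together, was not adjusted over the lists. In TugelaDn5 its unadjusted p was under 0.05 for dividing tissue, for thionins and lipid transfer proteins, and for seed storage proteins. In TugelaDn1 this held for dividing tissue only, and in TugelaDn2 for no list. Members of these lists may thus differ from Tugela without a shared direction. In TugelaDn5 the higher probe sets numbered 17 of 31 for carbon fixation (adjusted p = 0.98), 7 of 10 for cold and dehydration proteins (adjusted p = 0.836), 18 of 28 for dividing tissue (adjusted p = 0.453), 0 of 5 for photosystem and electron transport (adjusted p = 0.545), 2 of 5 for protease inhibitors (adjusted p = 0.815), 1 of 5 for scavenging of reactive oxygen (adjusted p = 0.545), 9 of 22 for seed storage proteins (adjusted p = 0.545) and 5 of 8 for thionins and lipid transfer proteins (adjusted p = 0.815). Among thionins, which are antimicrobial peptides, and lipid transfer proteins, 1 of 8 probe sets (LTP3) was called in TugelaDn5. The thionin gene THI1.1 had log2 differences of 1.51 (adjusted p = 0.131) and 0.29 (adjusted p = 0.931) there on its probe sets, both of them dim. THI1.3 was at the floor in every Tugela repeat and 5.27 ± 1.12 (n = 3) in TugelaDn5 on 1 probe set (adjusted p = 0.224), and at the floor in every line on the other. Of the dividing tissue list 1 of 28 (Tubb5) was called, and of seed storage proteins 1 of 22 (avnla). Adjusted over the list alone, with membership chosen after the data were seen, 3, 2 and 1 probe sets of these lists passed in TugelaDn5. PsbO and PsbP of the oxygen-evolving complex had log2 changes in TugelaDn5 of -0.03 (adjusted p = 0.99) and, on the brighter PsbP probe set, -0.13 (adjusted p = 0.849).

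PR5, COMT1 and RPS29, from lists too small to test, did not pass the test over all probe sets in any resistant line against Tugela. The thaumatin-like pathogenesis-related gene PR5 had means of 13.70 ± 0.55 in TugelaDn1, 13.53 ± 0.65 in TugelaDn2 and 12.49 ± 2.27 in TugelaDn5, against 10.28 ± 2.63 in Tugela (n = 3 each), with limma adjusted p = 0.652, 0.571 and 0.564. COMT1, a caffeic acid O-methyltransferase of lignin synthesis, had log2 differences from Tugela of 0.96, 0.77 and 0.82 in these lines (adjusted p = 0.53, 0.519 and 0.244). RPS29, a ribosomal protein gene, had a log2 difference of 1.15 in TugelaDn5 (adjusted p = 0.0583) on 1 of its probe sets and -0.49 (adjusted p = 0.902) on the other.

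Only 2 probe sets were called against Tugela in the same direction in all 3 resistant lines. TaAffx.104444.1.S1_at was higher by at least 8.16, 7.49 and 7.54 on the log2 scale in TugelaDn1, TugelaDn2 and TugelaDn5, respectively. Over the alternatives these differences ranged from 5.79 to 8.79, from 5.12 to 8.12 and from 5.18 to 8.18. TaAffx.107226.1.S1_at was 5.84 ± 0.09 in Tugela and 4 ± 0, 4.08 ± 0.15 and 4.02 ± 0.03 in the resistant lines, at or close to the floor (n = 3 each), and with a floor of 64 or 128 it showed no difference. Other probe sets may differ in all 3 lines without a call in each. LOC542941 and LOC542792 were called for TugelaDn5 but not for TugelaDn1 or TugelaDn2. LOC542941 lay at 5.65 ± 0.90 in Tugela and at 9.82 ± 1.16, 10.17 ± 0.21 and 10.75 ± 0.36 in TugelaDn1, TugelaDn2 and TugelaDn5 (n = 3 each). LOC542792 lay at 11.78 ± 0.31 in Tugela and at 10.32 ± 0.45, 10.53 ± 0.47 and 10.11 ± 0.56 in these lines. The numbers of shared calls were 3 for TugelaDn1 and TugelaDn2, 3 for TugelaDn1 and TugelaDn5, and 11 for TugelaDn2 and TugelaDn5. Simulated lines without an effect that shared the Tugela repeats gave 0, but at most 1 probe set was called in any of their comparisons, so this value was bound to be low. Lists that are independent, which those with the same Tugela repeats are not, would share 0.00018, 0.00819 and 0.0901 higher and 0.000785, 0.05 and 0.15 lower probe sets, and part of the excess may come from the shared Tugela repeats. The log2 changes of these pairs of comparisons correlated at 0.5, 0.429 and 0.481 across all probe sets, which are not independent replicates, against 0.5, 0.501 and 0.501 in these simulations, and their covariances were 0.178, 0.185 and 0.211 against 0.113, 0.113 and 0.114.

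**Figure D3:**
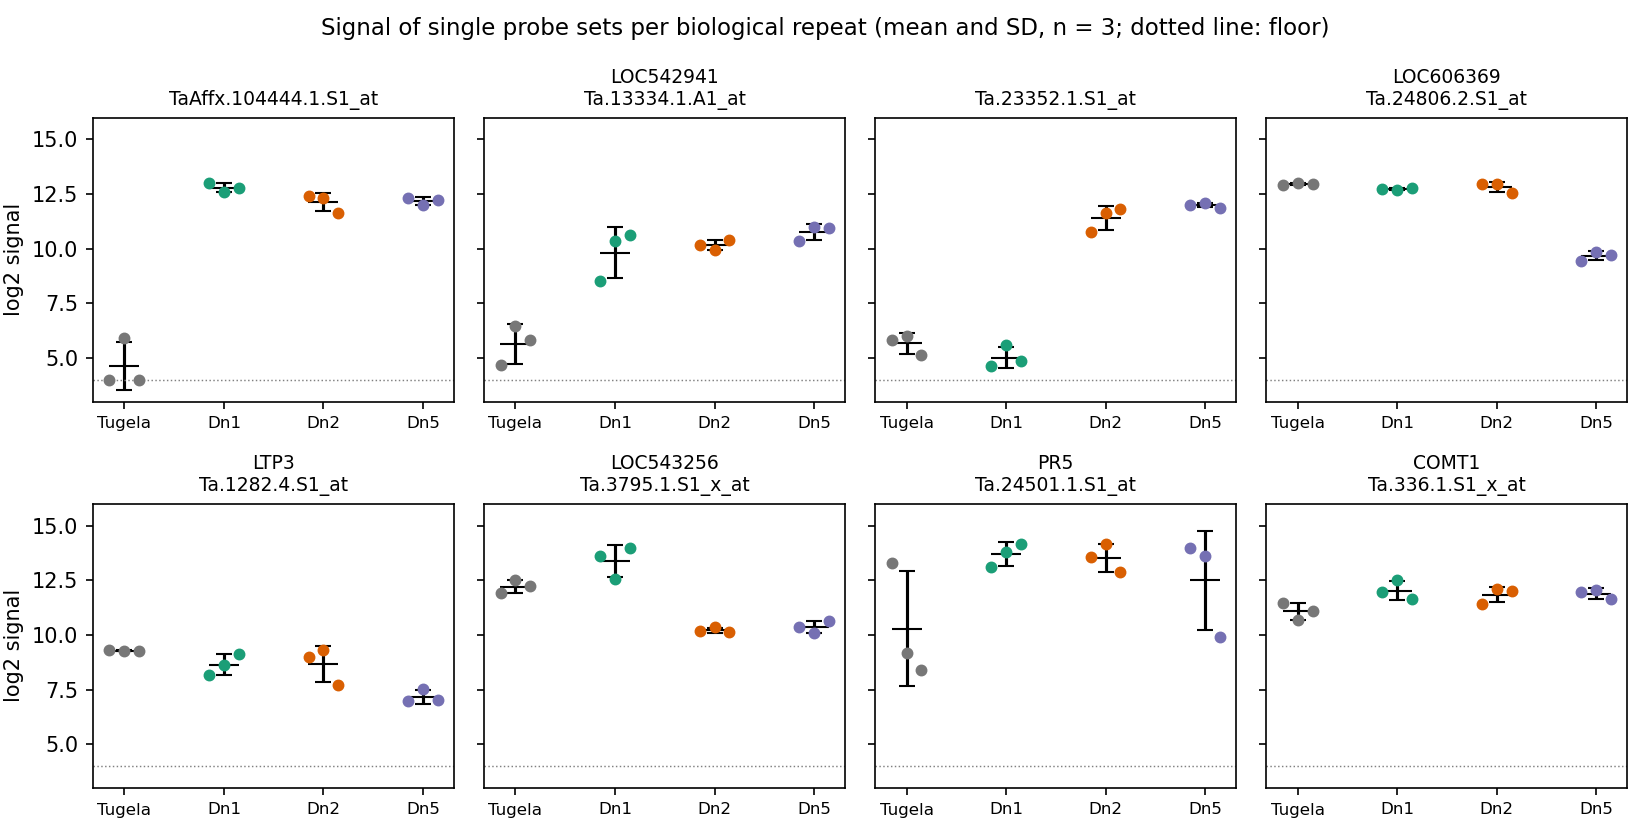
Log2 signal of single probe sets, with the lines on the horizontal axis, log2 signal on the vertical axis, 1 point per biological repeat, and mean and SD for n = 3; the dotted line is the floor at 4. TaAffx.104444.1.S1_at lies at 4.63 in Tugela and at 12.79, 12.12 and 12.18 in TugelaDn1, TugelaDn2 and TugelaDn5.

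Against the mean of the 3 resistant lines, Tugela differed in 148 probe sets, of which 52 were higher and 96 lower in the resistant lines. LOC542941 was 24.2-fold higher in them (10.25 ± 0.74, n = 9, against 5.65 ± 0.90, n = 3, limma adjusted p = 0.00782), and LOC543002 1.92-fold higher (adjusted p = 0.0402). The log2 change of LOC542941, 4.6 here, ranged from 3.25 to 5.01 over the alternatives. The call of LOC543002 was lost in 15 of 25 alternatives, with an adjusted p up to 0.133 when a single repeat was left out (Tugela repeat 2). Ta.5897.3.S1_at was at least 8.77-fold lower (adjusted p = 0.00782), at 8.06 ± 0.10 in Tugela, 6.76 ± 1.01 in TugelaDn2, 4.03 ± 0.06 in TugelaDn5 and 4 ± 0 in TugelaDn1 (n = 3 each). Its call was lost in 3 of 24 alternatives (limma adjusted p up to 0.0762), and its log2 change, -3.13 here, ranged from -3.32 to -0.96. Ta.6952.1.S1_a_at passed (adjusted p = 0.000955), a result that rests on TugelaDn5, in which all repeats lay at the floor, against 10.94 ± 0.06 in Tugela, 10.76 ± 0.14 in TugelaDn1 and 10.5 ± 0.51 in TugelaDn2 (n = 3 each). Of the 148, 140 were also called for TugelaDn5 against Tugela, and 17 for TugelaDn1 or TugelaDn2. The count was 66 without TugelaDn2 repeat 2, 75 without TugelaDn1 repeat 2, 76 without Tugela repeat 3, 77 without TugelaDn2 repeat 1 and 96 without Tugela repeat 2.

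The resistant lines were next compared with each other. TugelaDn1 and TugelaDn2 differed in 45 probe sets, 25 higher and 20 lower in TugelaDn1. The share of lower probe sets, 44.4% here, was 18% of 100 among probe sets above the median level, 26.3% of 331 under eBayes with trend and robust, 19.6% of 56 without TugelaDn1 repeat 2 and 64.3% of 42 without TugelaDn2 repeat 2. LOC543256 was 9.13-fold higher in TugelaDn1 (13.39 ± 0.74 against 10.20 ± 0.12, n = 3 each; limma adjusted p = 0.0168). Ta.3830.2.S1_x_at was 47.9-fold and TaAffx.107221.1.S1_at at least 39.2-fold higher, whereas Ta.23352.1.S1_at and Ta.3087.2.A1_at were 83.6-fold and 11-fold lower. Over the alternatives the log2 changes ranged from 4.97 to 6.23 (without TugelaDn2 repeats 2 and 3), from 3.09 (floor of 128) to 6.09 (without TugelaDn2 repeat 1), from -6.71 to -4.41 and from -3.68 to -3.31, respectively. The call of TaAffx.107221.1.S1_at was lost in 8 of 26 alternatives, that of LOC543256 in 4 and those of the others in 0 to 2. The count was 24 without Tugela repeat 1, 26 without Tugela repeat 2, 27 without TugelaDn5 repeat 1 and 73 without TugelaDn1 repeat 3.

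TugelaDn1 and TugelaDn5 differed in 1158 probe sets, 727 higher and 431 lower in TugelaDn1. The share of lower probe sets, 37.2% here, was 49.2% of 1955 with a floor of 64 and 51.1% of 1578 with a floor of 128. GA20ox1d, a gibberellin 20-oxidase of hormone synthesis, was 3.10-fold lower in TugelaDn1 (7.61 ± 0.39 against 9.24 ± 0.30, n = 3 each; limma adjusted p = 0.0381), and RPS29 2.47-fold lower (adjusted p = 0.0367). These calls were lost in 13 and 16 of 26 alternatives, among them the removal of any single repeat of TugelaDn1 or TugelaDn5. The log2 change of RPS29, -1.31 here, ranged from -1.45 to -0.37 over the alternatives. LOC543103 was at least 17.4-fold lower, at 4.22 ± 0.38 in TugelaDn1, close to the floor, against 8.33 ± 0.32 (n = 3 each; log2 change -4.12, or -1.33 with a floor of 128), and LOC100037602 and LOC542999 were 2.11-fold and 2.10-fold lower. LOC606369, LOC543256 and LOC542853 were 8.32-fold, 8.24-fold and 4.43-fold higher, followed by LOC542812 and LOC543338 at 2.80-fold and 2.33-fold. Leaving out any single repeat of TugelaDn1 or TugelaDn5 also ended the calls of LOC543103 and LOC542999, which were lost in 12 of 25 and 16 of 26 alternatives; that of LOC542812 was lost in 7 of 26 and the others in 0 to 2. The count was 684 without TugelaDn5 repeat 1, 694 without TugelaDn5 repeat 2 and 695 without TugelaDn1 repeat 1.

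TugelaDn2 and TugelaDn5 differed in 788 probe sets, 528 higher and 260 lower in TugelaDn2. LOC606369 was 8.87-fold higher in TugelaDn2 (12.82 ± 0.24 against 9.67 ± 0.20, n = 3 each; limma adjusted p = 1.55e-05). LOC542853 and LOC100037531 were both 3.19-fold higher, and LOC543338 and LOC100037645 both 2.42-fold. LOC606391 was 6.47-fold lower, and LOC542992, LOC542999, LOC100037602 and LOC542912 were 2.68-fold, 2.60-fold, 1.93-fold and 1.77-fold lower. The call of LOC542912 was lost in 16 of 26 alternatives, those of LOC542853, LOC100037645 and LOC100037602 in 7 each, those of LOC542999 and LOC542992 in 4 each, and the others in 0 or 1. Without TugelaDn2 repeat 2 the count was 509.

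TugelaDn5 differed in the same direction from each of the other 3 lines in 529 probe sets, 130 higher and 399 lower in TugelaDn5. The 11 of these that had a gene included LOC606369, LOC543338, LOC542853 and LOC100037531, all lower in TugelaDn5, and LOC542999, LOC100037602 and LOC542912, all higher.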

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

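Tests of RNA quality, of related probe sets and of single-array faults were chosen after the results were seen, whereas the splits of the samples and the chromosome test were set before.

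The effects of the resistant lines against Tugela differed from one another, by the direct test between the lines: in 1158 probe sets for TugelaDn1 and TugelaDn5, in 788 for TugelaDn2 and TugelaDn5, and in 45 for TugelaDn1 and TugelaDn2. With 6 repeats there are only 10 splits into equal groups, too few for a share under 0.05. The number of splits with as many calls, the real one included, was 1 in each of these comparisons, and the highest count among the other splits was 15, 7 and 15, respectively. For TugelaDn5 and TugelaDn2 against Tugela the value was also 1, with 1266 calls against a highest other count of 15, and 23 against 13. For TugelaDn1 against Tugela, 7 of the 10 splits gave at least the 5 calls of the real one, with up to 18 calls. For the mean of the resistant lines, 1 of 100 drawn splits of the 12 repeats, the real one, gave 148 calls, and the highest other gave 120. These splits are uneven, since those with a TugelaDn5 repeat in the group of 3 gave only 0 to 28 calls. The rank of the real split was therefore bound to be high and cannot exclude chance. Over all 84 splits that left TugelaDn5 whole, a set chosen after the result was seen, 2 gave as many (a share of 0.0238): the real one and, with 153 calls, TugelaDn1 against the other lines. The 83 splits other than the real one had a median of 62, so much of the count follows TugelaDn5 and it is no higher for Tugela than for TugelaDn1.

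TugelaDn5 stood apart from the other 3 lines, with 529 probe sets that differed from each of them. What follows on RNA quality holds only for degradation that 2 control genes show, and it is weak. The 3' minus 5' differences of these genes overlapped between TugelaDn5 and the other lines, so as a covariate they could move the changes only a little. The 529 had also been selected as called, so their staying called was largely fixed in advance. Degradation that these genes do not show was not tested. The values argue against more degraded RNA in TugelaDn5 as the whole cause: with the 3' minus 5' log2 difference of sucrose synthase and glucose-6-phosphate dehydrogenase as a covariate, 77.1% of the 529 stayed called against all 3 lines and their median change from Tugela was 2.45 (quartiles 1.55 to 3.69) instead of 2.51, while 394 calls outside this set were lost and 86 gained, so a part of the calls may still depend on RNA quality; this test replaced counts of repeats, whose bound had been raised from 1 to 2 after they were seen and which left the question open: 1 repeat of another line lay above all TugelaDn5 repeats in both control genes and 5 lay above the lowest, TugelaDn5 repeat 2, and the differences were 5.63 ± 0.75 (n = 3) against 5.15 ± 0.71 (n = 9; exact two-sided permutation p = 0.345) for sucrose synthase and 2.68 ± 0.47 against 2.39 ± 0.5 (exact p = 0.436) for the other gene. A chromosome segment kept from the donor of the resistance gene, which textbooks place on chromosome 7D, may add calls there: the odds ratio for called genes on 7D was 2.39 (4 of 45 genes called, 95% interval 0.583 to 7.32, Fisher's exact test, adjusted p = 0.847 over 21 chromosomes of IWGSC CS RefSeq v2.1), but only 3.16% of the called probe sets had a chromosome, far below the 80% set as a minimum after the result was seen, so the test is void. For sequence differences under the probes, which may darken probe sets, a first test over all other probe sets of the same transcript cluster found that they moved the same way in 74.3% of 105 clusters (95% exact interval 64.8 to 82.3), which by the bound then used, 60%, spoke against this explanation; the test was then restricted, after that result was seen, to probe sets with no shared probes, and gave 65.7% of 70 clusters (53.4 to 76.7), with a median shift of 0.15 against 1.94 for the called ones and a size condition added. Because the 70 and 105 clusters were 14.3% and 21.5% of the 488 in the pattern, neither version decides, and a biological difference between the lines stays open, untested.

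TaAffx.104444.1.S1_at was near the floor in Tugela and bright in all 3 resistant lines. Its repeats on both sides were separated by 5.74 on the log2 scale. Faults on single arrays would darken other groups of 3 repeats as readily, but of 219 other groups only 1, the TugelaDn5 repeats with a gap of 7.95, held a probe set as far apart, and over the 216 groups from more than 1 line the widest gap was 4.04, which argues against such faults; this replaced a count of repeats beyond the midpoint, also 0, which only restated the selection. Groups from more than 1 line cannot show a fault shared by all arrays of 1 line, which was not tested. A gene present or expressed in the resistant lines alone, a sequence difference under the probes in Tugela, and cross-hybridisation to a transcript that Tugela lacks stay open as untested explanations.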

How the results depend on the processing

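Floors of 64 and 128, the RNA covariate, the fit without both Tugela repeat 3 and TugelaDn1 repeat 1, and the symbol lists were chosen after the data were seen. In the following, counts stand in the order TugelaDn1, TugelaDn2 and TugelaDn5 against Tugela, TugelaDn1 against TugelaDn2, TugelaDn1 against TugelaDn5, TugelaDn2 against TugelaDn5, and resistant lines against Tugela, as far as they moved by over 1.5 times from 5, 23, 1266, 45, 1158, 788 and 148. The variance model moved every one of them: eBayes with trend and robust gave 18, 254, 2373, 331, 2255, 1416 and 605. An adjusted p under 0.01 gave 2, 9, 496, 9, 451, 384 and 30. Probe sets above the median level only gave 2, 2020, 100, 1938 and 322 (TugelaDn1, TugelaDn5, both TugelaDn1 contrasts, resistant lines). Fits of only the lines compared gave 30, 832, 26, 491 and 454 (all but TugelaDn2). A similar count need not hold the same probe sets: for TugelaDn2 this fit called 19, of which 4 were among the 23. It kept 579 of the 1266 TugelaDn5 calls and 7 of the 45 between TugelaDn1 and TugelaDn2. A floor of 64 gave 10, 41, 123, 1955 and 316 (all but TugelaDn5 and TugelaDn2 against TugelaDn5), and a floor of 128 gave 2 for TugelaDn1 and 255 for the resistant lines. Without Tugela repeat 3 and TugelaDn1 repeat 1, whose hybridisation controls were high, the counts were 19, 36, 668, 28, 579 and 52 (all but TugelaDn2 against TugelaDn5). The RNA 3' minus 5' difference as a covariate gave 2 for TugelaDn1, 19 for TugelaDn1 against TugelaDn2 and 73 for the resistant lines. Log2 of the value plus 16 gave 3 for TugelaDn1 and 24 for TugelaDn1 against TugelaDn2, array 3_2 in place of array 3 gave 3 for TugelaDn1, and centring on the median gave 98 for the resistant lines. The causes were not tested. Leaving out 1 repeat gave ranges of 3 to 64, 22 to 46, 725 to 1314, 24 to 73, 684 to 1249, 509 to 851 and 66 to 189. Under quantile normalization 1209 of the 1266 TugelaDn5 calls were kept, and 41.4% rather than 52.2% of the TugelaDn2 calls were lower.

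Whether the repeat numbers pair the samples was not tested. Same-numbered repeats had a mean correlation of deviations of 0.0123 (-0.111 to 0.139), and other-numbered repeats one of -0.00617 (-0.143 to 0.158). Of 12 repeats, 7 correlated best with their own number, so a pairing stays open. With the number as a replicate block, counts were 2, 8, 9, 768 and 46 (TugelaDn1, TugelaDn2, TugelaDn1 against TugelaDn2, TugelaDn1 against TugelaDn5, resistant lines). As a random block its correlation was -0.0254. Arrays 3 and 3_2 as 2 samples with duplicateCorrelation was not run, because a single pair gave no correlation.

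Among the named results, 60 in number, 1222 of 1548 alternative values kept direction and threshold, 326 fell short of the threshold and 0 reversed. These results had been chosen as called, and their groups did not overlap, so the 0 was largely fixed in advance. Some alternatives, such as leaving out array 3_2, also change no sample of a comparison without TugelaDn5. For TugelaDn1 against Tugela, 1 of the symbol lists passed with probe sets above the median level only (carbon fixation), with a floor of 128 and without Tugela repeat 3 (photosystem in both), against 0 in the main test. Between TugelaDn1 and TugelaDn2, carbon fixation passed alone in 20 of 27 alternatives, passed together with the photosystem list in 3 and was lost in 4. With an estimated correlation in the main fit neither list passed camera (adjusted p = 0.27 for carbon fixation and 0.594 for photosystem). Signal over background limits dim probe sets most, as their technical SD of 0.74 shows.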

Other observations

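The list tests between resistant lines, the search for probe sets dark or bright in a single line and the levels given here were chosen after the results were seen.

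Some probe sets were bright in all lines but one. With a gap of at least 4-fold between all 3 repeats of a line and all 9 others, 142 probe sets were dark in TugelaDn5 alone and 34 bright in it alone. The numbers were 2 and 0 for Tugela, 0 and 0 for TugelaDn1, and 5 and 1 for TugelaDn2, and the highest over 216 other groups of 3 repeats was 12 and 3. Ta.14507.2.S1_at was at the floor in every TugelaDn5 repeat and 12.09 ± 0.11 in the others (n = 9), and Ta.24954.1.S1_at was 13.17 ± 0.06 in TugelaDn5 (n = 3) against 4.67 ± 0.86 (n = 9). In TugelaDn2, 2 probe sets of cluster Ta.3830 were low, Ta.3830.2.S1_x_at at 6.88 ± 1.27 against 12.4 ± 0.18 and Ta.3830.1.S1_a_at at 10.27 ± 0.21 against 14.29 ± 0.15. Ta.23352.1.S1_at divided the lines in another way, at 11.41 ± 0.57 in TugelaDn2 and 11.98 ± 0.10 in TugelaDn5, against 5.66 ± 0.46 in Tugela and 5.02 ± 0.49 in TugelaDn1 (n = 3 each).

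PR5 varied within lines. Its log2 signal was 13.28, 9.17 and 8.38 in the Tugela repeats and 13.99, 13.6 and 9.89 in those of TugelaDn5, whereas it stayed from 13.1 to 14.18 in TugelaDn1 and from 12.87 to 14.16 in TugelaDn2.

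Of the 24 list tests between resistant lines, 1 passed camera: carbon fixation was higher in TugelaDn1 than in TugelaDn2 (adjusted p = 0.0253), with 22 of 31 probe sets higher and a median log2 difference of 0.16. The call was lost with an estimated correlation (adjusted p = 0.27 with an estimated correlation) and with fry (adjusted p = 0.0961). The list is close to a single gene: 28 of its 31 probe sets read rbcl, the large subunit of the carbon-fixing enzyme, and the 3 others, too few for a test, went both ways, PRK by 0.82 and FBP by 0.44 and -1.04. No rbcl probe set passed over all probe sets (lowest adjusted p = 0.161). The brightest ones hardly differed, at 16.83 ± 0.31 against 16.74 ± 0.17 and 16.74 ± 0.34 against 16.65 ± 0.2 in TugelaDn1 and TugelaDn2 (n = 3 each). The largest rise, 1.56, was on a dim probe set, at 5.65 ± 0.4 against 4.08 ± 0.14. A brighter one, TaAffx.128896.17.S1_s_at, was also higher, at 11.09 ± 0.2 against 10.23 ± 0.19. A different share of green mature leaf in the harvest was set as an explanation before the data were examined, for a shift of photosystem genes, with carbon fixation moving the same way and dividing tissue the other way, each past its test, as its signs. Carbon fixation passed, as given above. The photosystem list itself did not pass (camera adjusted p = 0.0752, or 0.594 with an estimated correlation, and 0.305 with fry). At the preset correlation it did pass camera without TugelaDn1 repeat 2 (adjusted p = 0.0126) and with floors of 64 (adjusted p = 0.00839) and 128 (adjusted p = 0.0014). Dividing tissue had a camera adjusted p = 0.639 with a median of 0.28, so this explanation may hold or not and cannot be told apart with these lists. Dividing tissue was lower in TugelaDn2 than in TugelaDn5 by fry (adjusted p = 0.0146, 20 of 28 probe sets lower) but did not pass camera (adjusted p = 0.0625, or 0.137 with an estimated correlation), although camera called it in 8 alternatives, with adjusted p from 0.0277 to 0.0463. Every tubulin probe set of this list was lower in TugelaDn2, among them Tubb5 (8.27 ± 0.35 against 9.34 ± 0.26 on Ta.214.2.A1_x_at, n = 3 each). Brighter histone probe sets went both ways. H2A-3 lay at 8.74 ± 0.31 against 8.32 ± 0.06, and wcH2B-6 at 10.05 ± 0.5 against 10.23 ± 0.08 and 10.03 ± 0.32 against 9.93 ± 0.27. A shift of dividing tissue therefore cannot be told from a shift of tubulins.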
